A study of Rattus norvegicus with 7 samples. Its data were reported in "The transcription factor NRSF contributes to epileptogenesis by selective repression of a subset of target genes" (2014).

How the data were processed

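CA1 total RNA was hybridised to 7 Illumina RatRef-12 expression arrays, 4 from control rats (saline and scrambled ODN) and 3 from KA-seizures rats (kainate and scrambled ODN). Groups were taken from the sample labels. The authors summarised the scans per bead type in GenomeStudio, whose version was not given. The deposited non-normalized table gives, for 22523 probes on each array, the mean bead intensity, the standard error over beads, the number of beads and a detection p-value. These deposited p-values rank a probe's intensity among the negative controls of the array, and their steps correspond to 825 negative controls. The table has 0 other columns per sample. The deposited processed values are also intensities. Each array's processed values equal its non-normalized intensities times 1 factor (0.872 to 1.18), which gives all 7 arrays a mean of 474. Quantile normalization and background correction, which the study's methods name, were not seen in them. They are on the linear scale, and the median per array ran from 111 to 135.

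Intensities were background-corrected, quantile-normalized and log2-transformed with neqc in limma 3.58.1 (R 4.3.3), with the negative controls inferred from the detection p-values and an offset of 16. Probes with a detection p under 0.05 on at least 3 of the 7 arrays were tested (11830 probes). A linear model per probe (lmFit, then eBayes with an intensity trend) compared KA-seizures with control, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are ratios of the normalized log2 means, and a positive log2 fold change means higher after KA-seizures. A gene was counted as lower by over 20% at a ratio under 0.8 with an unadjusted p under 0.05. A probe that was not detected on any array of a group was taken as not well above background there, and its fold change is given as a lower bound against the weakest detected probes ("at least"). The median log2 fold change of all tested probes was 0.01, and it was 0.10 on the authors' values.

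Gene names came from the platform's annotation of the probes: 13793 probes had 1 gene symbol, 8730 had none and 0 had several. Symbols were updated through the gene identifier for 13752 probes and through the transcript accession for 5, and kept for 36, with 4 symbols changed. The gene table used for this is of the rat assembly GRCr8 and served for names only; no coordinates are given. Of the tested probes, 8550 were named (8399 genes) and 3280 had no name, so a gene without a named probe, such as Hcn1 or Prkcg, may still be on the array. Where a gene had several probes, the probe with the highest mean stood for it. Among genes of the lists with several tested probes, the probes of Eef1a1 and of Tie1 disagreed on whether the unadjusted p was under 0.05. The genes named in the text follow a rule: per direction, the 12 with the largest fold change among those past the threshold whose groups do not overlap and whose symbols are not placeholders, Rest, the genes of the study's 2 lists, and the 2 to 4 members with the smallest p of each list described.

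Gene lists (34) were fixed for this tissue and treatment: the study's NRSF-regulated and not-repressed genes, NRSF targets from textbooks, the NRSF complex, immediate early genes, neuropeptides and neurotrophins, reactive and homeostatic astrocytes, microglia, leukocytes, cytokines and chemokines, interferon response, antigen presentation, complement, heat shock and oxidative stress, endoplasmic reticulum stress, apoptosis and p53, cell cycle, potassium channels, sodium, calcium and HCN channels, glutamate receptors, GABAergic genes, synaptic vesicles, CA1 pyramidal cells, other hippocampal fields, interneurons, oligodendrocytes, endothelial and mural cells, choroid plexus and ependyma, blood, extracellular matrix, cholesterol synthesis, oxidative phosphorylation and housekeeping. Each was tested with camera (inter-gene correlation 0.01, 1 probe per gene, lists of at least 2 tested genes) and adjusted over the lists. The minimum of 2 was set after a first run with a higher minimum had left the not-repressed list without a test, which the design asks for. Members were also adjusted over the list alone. Camera with a correlation estimated from the arrays, fry, and fgsea 1.28.0 (10000 permutations, Signal2Noise metric) were alternatives. Some lists share genes, and the neuronal lists share genes with the study's NRSF list.

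The lists, the test apart from the minimum of 2 tested genes per list, the rule for named genes and all alternatives but 2 were fixed before the data were examined. The alternatives were the authors' values, median scaling, no background correction, an offset of 50, no filter, detection on all 7 arrays, detection at p under 0.01, eBayes without the trend or robust, array weights, the methods' t-test on the same values and on the authors' values, the 3 other list tests, and each array left out in turn. Each array's Ttr level as a covariate and, for the count of changed probes, the t-test on the authors' values were added after the data were seen. The slide as a block was not run, since the deposited table does not name slides. The other splits of the 7 arrays into 3 and 4 were counted (35 with the real one).

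The procedure was tested on simulated data with the spread of these arrays, with 200 of 11830 probes changed. Of 50 probes each, it recovered 5 changed by 0.5, 23 changed by 1, 44 changed by 1.5 and 44 changed by 2 on the log2 scale, and called 8 unchanged probes. With no change, 0 probes and 0 of 34 lists were called. The simulated probes varied independently of each other. The run therefore does not bear on false calls, of probes or of lists, where probes vary together on the arrays. On the real arrays, the split of control 1B, 2B and 9B from the others called 943 probes. Lists whose genes vary together include interferon response and microglia (estimated correlations 0.829 and 0.437). Precision is limited by the number of arrays. NRSE enrichment was not computed, since the NRSE-containing genes, which the study took from published ChIP-sequencing data, were not among the data used here.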

Results

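Gene expression was measured in the CA1 region of the hippocampus of adult male rats on 7 one-colour Illumina RatRef-12 arrays. The control group (4 arrays, replicates 1B, 2B, 9B and 10B) received saline, and the KA-seizures group (3 arrays, replicates 8, 13 and 14) received kainic acid (KA), a glutamate receptor agonist that provokes status epilepticus. Both groups then received a scrambled oligodeoxynucleotide (ODN) into the cerebral ventricles, which the labels place 3 h after status epilepticus was ended and the study's methods on a later day. According to those methods, CA1 was dissected days rather than hours after status epilepticus. The labels do not say that each array is a separate animal, while the study's methods give each array to the RNA of its own rat. The mean intensity per array ran from 402 to 544, and between 11208 and 11780 of the 22523 probes were detected on each array. The number of arrays limits the precision of every value. Control array 10B stood apart from its group: across the tested probes, which are not independent replicates, its mean correlation was 0.969 with the other 3 control arrays and 0.971 with the KA-seizures arrays, while the other 3 control arrays averaged 0.983 among themselves and 0.959 with the KA-seizures arrays.

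KA-seizures were compared with control to ask which CA1 genes change after status epilepticus, and whether the genes that fall include those with binding elements (NRSEs) for the repressor NRSF, the product of Rest. Trh, which encodes the precursor of thyrotropin-releasing hormone, rose 65.4-fold, from a log2 level of 5.89 ± 0.62 (SD, n = 4) to 11.92 ± 0.28 (SD, n = 3), and Npy, which encodes neuropeptide Y, rose 4.33-fold, from 9.33 ± 0.33 to 11.45 ± 0.55. Trem2, a lipid receptor of microglia, rose 5.04-fold. The chemokine gene Cxcl10 fell most, and was 19.3-fold lower, at 12.47 ± 1.20 in control and 8.20 ± 1.74 in KA-seizures. Grin2a, which encodes an NMDA receptor subunit, was 3.44-fold lower, and Scn4b, which encodes a sodium channel β subunit, was 3.53-fold lower and detected on 2 of the 3 KA-seizures arrays.

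Among the other genes with the largest increases, Fcrl2, an Fc receptor-like protein, rose 7.20-fold, the matrix protein gene Postn 6.03-fold and the activin receptor gene Acvr1c 5.24-fold. The dipeptidase gene Cndp1, detected on 3 of the 4 control arrays, rose 4.90-fold, and the apolipoprotein gene Apoc1 rose 4.76-fold. Pbk, a kinase of dividing cells, rose 3.72-fold, Nubpl, which serves the assembly of mitochondrial complex I, 3.61-fold, and the membrane protein gene Tmem176b 3.49-fold. Hpgds, a prostaglandin D synthase, was detected on 1 of the 4 control arrays and rose 3.45-fold. Of the genes with the largest decreases, the interferon-induced nucleotide kinase gene Cmpk2 was 6.25-fold lower and Itih3, a hyaluronan-binding heavy chain, 5.90-fold lower. Egfl6, a secreted protein with EGF-like repeats, was 4.70-fold lower and the chemokine gene Ccl19 4.06-fold lower. Coch, detected on 2 of the 3 KA-seizures arrays, was 4.31-fold lower. Wfs1, a marker of CA1 pyramidal cells, was 3.52-fold lower, the synaptic scaffold gene Lin7b 3.28-fold lower, the angiotensinogen gene Agt 3.27-fold lower and Olfm3, an olfactomedin, 3.18-fold lower. For each of these genes the 3 KA-seizures arrays lay on one side of all 4 control arrays, as the rule that selected them required.

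**Figure D1:**
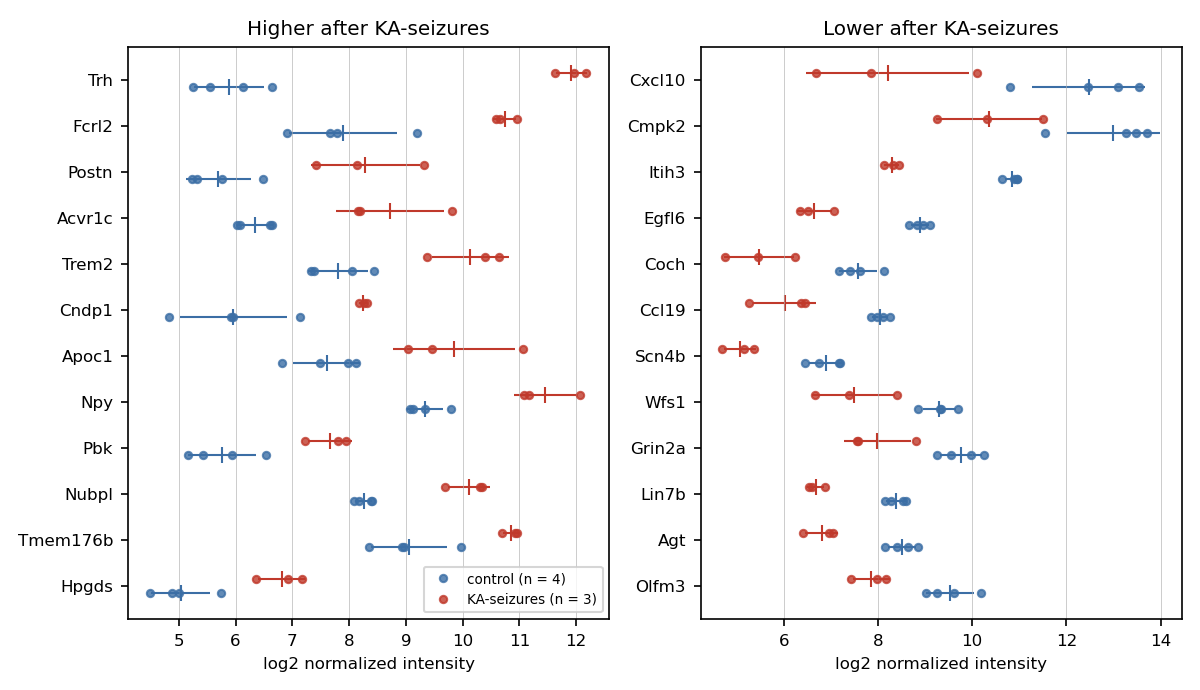
Log2 normalized intensity of the genes with the largest increases (left) and decreases (right) on each of the 4 control and 3 KA-seizures arrays, with vertical ticks at group means and horizontal lines of 1 SD to each side. For each gene shown the 2 groups do not overlap, which was a condition of selection, and Trh shows the largest distance, with means of 5.89 and 11.92.

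In all, 411 of the 11830 tested probes passed an adjusted p of 0.05 in limma, 223 higher and 188 lower after KA-seizures (54.3% higher). At 1 probe per gene, 302 genes passed, 173 higher and 129 lower, and 105 of the probes had no gene name. The split of higher and lower probes moved with the scaling: 70.7% of the calls were higher on the authors' values and 26.2% with median scaling. The groups did not overlap for 409 of the 411 probes, and for 19.5% of all tested probes, where random labels give 5.71% on average. At an unadjusted p under 0.05 there were 2741 probes, 592 being the average number expected with no effect. Probes vary together on these arrays, so neither excess measures an effect of seizures. The split of control 1B, 2B and 9B from the other arrays gave 943 calls. At a decrease of over 20% with an unadjusted p under 0.05, the threshold of the study's methods, 789 genes were lower and 1053 genes were higher by the mirror-image threshold.

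The count rested on single arrays. It was 1521 without control 10B, and 31, 35 and 43 without control 1B, 2B and 9B. It was 225, 132 and 70 without KA-seizures replicates 8, 13 and 14. Of 67 named genes that passed, list members among them, 51 lost the call without control 1B, 50 without 2B, 50 without 9B and 0 without 10B, and 30, 31 and 44 lost it without KA-seizures 8, 13 and 14, where Col1a1 was not tested. Cxcl10 was one of them, with an adjusted p of 0.0324 over all arrays and of 0.0834, 0.0910, 0.0820, 0.0788 and 0.0817 without control 1B, 2B, 9B and KA-seizures 8 and 14. Its log2 fold change (−4.27) ran from −5.24 without KA-seizures 13 to −3.52 without KA-seizures 14. The 14 named genes that passed with each array left out in turn were Trh, Npy, Nubpl, Laptm5 and Sparc among the higher genes and Itih3, Egfl6, Scn4b, Lin7b, Agt, Kcnip2, Scn3b, Syt1 and Vcam1 among the lower ones. The fold of 18 of the 67 moved by over 1.5 times with the setting. Without background correction the log2 fold change was 4.69 for Trh (6.03 here), 1.51 for Postn, 1.60 for Acvr1c, 1.32 for Cndp1, 1.00 for Pbk and 0.77 for Hpgds. On the authors' values it was −1.45 for Egfl6, −0.93 for Coch, −1.04 for Ccl19, −0.67 for Scn4b, −1.02 for Lin7b, −1.04 for Agt, −0.53 for Kcnq5, −0.58 for Pvalb and −0.77 for Tap2. With Ttr as a covariate it was 3.12 for Apoc1 and 2.20 for Col1a2, and with array weights −4.92 for Cxcl10. With an array left out the fold of 3 genes moved as much: Cxcl10, Apoc1 (1.65 without KA-seizures 8) and Cmpk2 (−3.23 without KA-seizures 13).

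Genes that the study found to be regulated by NRSF had lower means throughout. Of its 28 genes, 26 had a named and tested probe, and all 26 had a lower mean after KA-seizures. The potassium channel-interacting protein gene Kcnip2 was 2.87-fold lower, at 8.91 ± 0.20 (SD, n = 4) and 7.39 ± 0.37 (SD, n = 3), the calcium sensor gene Hpca 2.45-fold lower and the sodium channel subunit gene Scn3b 1.92-fold lower. Slc12a5, which encodes the neuronal chloride transporter KCC2, was 1.53-fold lower. The glycine receptor gene Glra2 was 1.69-fold lower, Myo5b, a myosin motor, 2.26-fold lower and Stmn2, a microtubule regulator, 1.63-fold lower. In limma, 13 of the 26 passed over all probes tested and 26 adjusted over the list alone, 0 of them higher, with a median log2 fold change of −0.64 (camera, adjusted p = 3.3e-19). This was the 1 list of 34 that also passed with an estimated correlation (adjusted p = 0.00467). The study chose these genes on these samples, so the list is not independent evidence of its direction. Hcn1 and Prkcg, the other 2 genes of the list, have no named probe here.

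**Figure D2:**
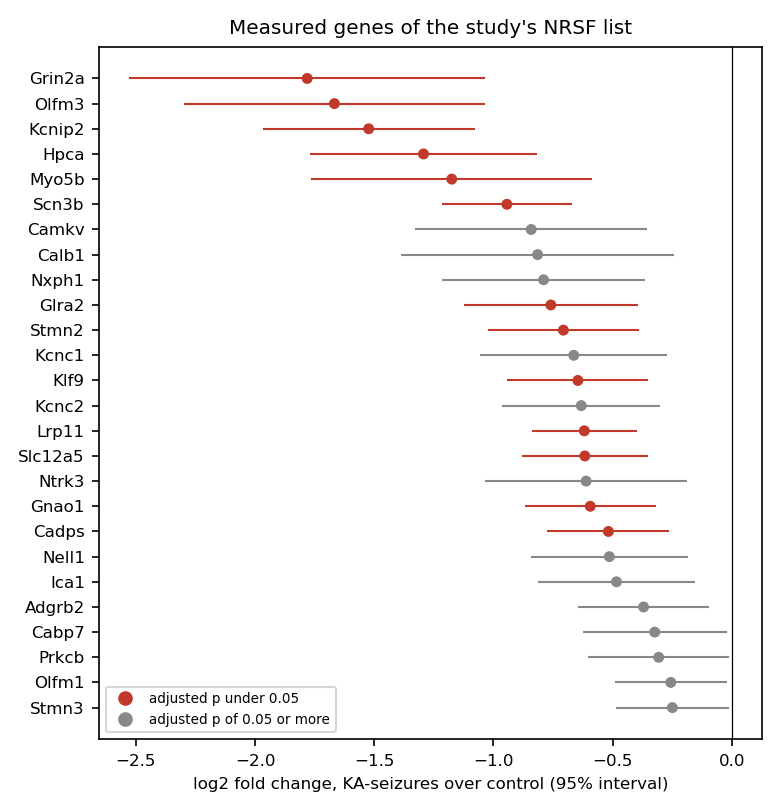
Log2 fold change of KA-seizures over control for the 26 measured genes of the study's NRSF list, with 95% intervals from limma (4 control and 3 KA-seizures arrays). All 26 estimates are below 0, and the 13 in red have an adjusted p under 0.05.

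Rest itself was detected on 1 of the 4 control arrays and 0 of the 3 KA-seizures arrays, at log2 levels of 4.75 ± 0.27 (SD, n = 4) and 4.73 ± 0.21 (SD, n = 3). It was not well above background on the other 6 arrays, so no fold change is given for it. Levels this near background do not bear on the rise in NRSF mRNA and protein that the study reported from other assays. Among 8 tested members of the NRSF complex list, such as the chromatin remodeller gene Smarca4 (log2 fold change 0.40, adjusted p = 0.193) and the deacetylase gene Hdac2 (0.29, adjusted p = 0.217), 0 passed over all probes or adjusted over the list alone (camera, adjusted p = 0.580). A further list held NRSE genes that the study measured as unchanged or used for comparison of NRSF binding (Htr1a among the latter), with Atp2b left out as the symbol of no single gene. Of its 8 genes, 3 had a named probe, and the rest may still be on the array without a name. Of these 3, 2 were tested: the serotonin receptor gene Htr1a (log2 fold change −0.54, adjusted p = 0.106) and the purinergic receptor gene P2rx5 (−0.46, adjusted p = 0.297). Adjusted over the list alone, 1 of the 2 passed, and the list did not pass (camera, adjusted p = 0.0837). Both genes lay low, at control levels of 5.76 and 5.86, and their values shrank with the processing: on the authors' values they were −0.07 and −0.05, and the list's median of −0.50 was −0.06 there, −0.18 without background correction and −0.30 with an offset of 50. Kcnh2, the other gene with a named probe, was detected on 0 of the 7 arrays. Targets of NRSF known from textbooks, fixed without the study's genes, went both ways: of 19 tested, the synaptic vesicle genes Syt1 (1.60-fold) and Snap25 (1.34-fold) were lower, the secretogranin gene Scg2 rose 2.44-fold, and 16 did not pass. Adjusted over the list alone, 3 were higher and 2 lower. The median of that list was −0.09 (0.02 on the authors' values and −0.23 with median scaling), its mean was 0.08, and camera gave the lower direction without passing (adjusted p = 0.285).

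Neuronal lists had lower medians. Among the calls given for the neuronal lists, Scn3b, Grin2a, Kcnip2 and Slc12a5 also belong to the study's NRSF list, which was chosen on these samples. Of 13 tested markers of CA1 pyramidal cells, 4 fell, among them the inositol trisphosphate kinase gene Itpka (2.43-fold lower) and the transcription factor gene Neurod6 (1.61-fold lower), 0 rose and 9 did not pass. There were 8 that fell adjusted over the list alone (median −0.52, camera adjusted p = 6.26e-06, adjusted p = 0.0763 with an estimated correlation). Of 19 sodium, calcium and HCN channel genes, 3 fell, and 3 adjusted over the list alone: Scn3b, Scn4b and the calcium channel subunit gene Cacnb2 (1.85-fold lower). Their median was −0.27 (camera adjusted p = 0.00052, adjusted p = 0.0763 with an estimated correlation). Of 30 synaptic vesicle genes, Syt1 and Snap25 fell and 28 did not pass, while 7 fell adjusted over the list alone, with a median of −0.24, and of 0.00219 on the authors' values, where the median of all probes lay at 0.10 (camera adjusted p = 0.00113, adjusted p = 0.0763 with an estimated correlation). Of 16 glutamate receptor genes, Grin2a fell and 15 did not pass, while 4 fell adjusted over the list alone (median −0.26, camera adjusted p = 0.00463, adjusted p = 0.310 with an estimated correlation). The sizes depended on the processing: on the authors' values the median was −0.24 for the CA1 markers, −0.09 for the sodium, calcium and HCN channels and −0.07 for the glutamate receptors. Without background correction it was −0.17 for these channels, −0.16 for the glutamate receptors and −0.10 for the synaptic vesicle genes, and with no filter −0.13 for the channels and −0.12 for the vesicle genes. The median of these channels was −0.14 without control 10B, and that of the glutamate receptors −0.44 without KA-seizures 8 and −0.44 with median scaling.

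Of 29 potassium channel genes, 3 fell: Kcnip2, Kcnq5 (2.27-fold lower), which carries the M-current, and Kcnip4 (2.11-fold lower). The count was 8 adjusted over the list alone. The list's median was −0.05, and 0.03 on the authors' values, −0.22 with detection on all 7 arrays, −0.22 with detection at p under 0.01, −0.15 without control 2B and −0.20 without KA-seizures 8 (camera adjusted p = 0.0355, adjusted p = 0.367 with an estimated correlation). It did not pass with median scaling (adjusted p = 0.123), array weights (0.0741), Ttr as a covariate (0.203) or fry (0.0523), nor without control 9B (0.0545), control 10B (0.116, median 0.04) or KA-seizures 13 (0.0923, median 0.02). Of 12 GABAergic genes, Slc12a5 fell and 11 did not pass, while 2 fell adjusted over the list alone, with a median of −0.29 (camera adjusted p = 0.0327, adjusted p = 0.373 with an estimated correlation). Its median was −0.07 on the authors' values, −0.19 without background correction and −0.19 with Ttr as a covariate. That list did not pass with array weights (0.0516), Ttr as a covariate (0.0817) or fgsea (0.0643), nor without control 9B (0.0564), control 10B (0.0527) or KA-seizures 13 (0.139, median −0.15). Interneuron markers went both ways: of 18, Npy and the somatostatin gene Sst (1.59-fold) rose and the parvalbumin gene Pvalb was 2.30-fold lower, with 4 higher and 7 lower adjusted over the list alone (median −0.46, camera adjusted p = 0.0613). Their median was −0.14 on the authors' values, −0.25 without background correction and −0.28 without KA-seizures 8, and their mean scores were −0.49, 0.07 and −0.05 on KA-seizures 8, 13 and 14. Of 19 neuropeptide and neurotrophin genes, Trh, Npy, Scg2 and Sst rose and 15 did not pass, while 8 were higher and 4 lower adjusted over the list alone (median 0.37, camera adjusted p = 0.0546). This list lay near the threshold: it passed with median scaling (adjusted p = 0.0228), no background correction (0.0490), an offset of 50 (0.0479), no filter (0.0321), array weights (0.0413), fry (0.0309) and fgsea (0.0173), and without control 1B (0.0299), control 2B (0.0200), KA-seizures 8 (0.0238) or KA-seizures 13 (0.0246, median 0.58), and did not pass with an estimated correlation (0.434).

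The microglia and cell cycle lists had higher medians. Of 25 microglia and macrophage genes, 7 rose and 0 fell: they include the lysosomal gene Laptm5 (2.45-fold, from 7.81 ± 0.14 to 9.10 ± 0.14) and the complement genes C1qa (2.88-fold), C1qb (1.94-fold) and C1qc (2.54-fold). The count was 11 adjusted over the list alone (median 0.50, and 0.29 without KA-seizures 13, camera adjusted p = 1.72e-06, adjusted p = 0.379 with an estimated correlation). Of 23 cell cycle genes, 7 rose and 0 fell, among them the mitotic genes Kif11 (2.31-fold), Bub1 (2.26-fold) and Cdk1 (2.38-fold), and all 23 had a higher mean. With 16 higher adjusted over the list alone, the list passed (median 0.66, and 0.38 without background correction and 0.44 with Ttr as a covariate, camera adjusted p = 1.25e-09, adjusted p = 0.367 with an estimated correlation). Of 15 endothelial and mural genes 0 passed over all probes and 4 were higher adjusted over the list alone, such as Vwf, the von Willebrand factor gene (log2 fold change 1.09, adjusted p = 0.0518, and 0.0348 on the authors' values, 0.0205 with array weights and 0.0440 without control 10B). Their median was 0.34, and 0.15 without background correction and 0.19 with an offset of 50 (camera adjusted p = 0.00949, adjusted p = 0.359 with an estimated correlation). Of 18 endoplasmic reticulum stress genes, 3 rose: the chaperone genes Calr (log2 fold change 0.58) and Hspa5 (0.53), and Sdf2l1 (0.72), detected on 1 of the 4 control arrays. Adjusted over the list alone 9 were higher and 3 lower (median 0.38, with median scaling 0.22 and without background correction 0.25, camera adjusted p = 0.0309, adjusted p = 0.373 with an estimated correlation). The stress list did not pass on the authors' values (adjusted p = 0.173), with median scaling (0.138), with Ttr as a covariate (0.0719) or without KA-seizures 13 (0.0903).

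Interferon and chemokine genes had lower means after KA-seizures, with large differences between arrays. Of 29 cytokine and chemokine genes, Cxcl10 and the adhesion molecule gene Vcam1 (1.91-fold lower) fell and 27 did not pass, such as Cxcl11 (log2 fold change −3.23, adjusted p = 0.0606). The log2 fold change of Cxcl11 ran from −3.89 without KA-seizures 13 to −2.43 without KA-seizures 14, and it passed on the authors' values (adjusted p = 0.0430), with median scaling (0.0384), with array weights (0.0131) and without control 10B (0.0132). Adjusted over the list alone 10 were lower and 2 higher (median −0.90, on the authors' values −0.38, without background correction −0.50 and without KA-seizures 14 −0.57, camera adjusted p = 2.35e-05, adjusted p = 0.373 with an estimated correlation, and 0.107 by fry). Of 21 interferon-response genes 0 passed over all probes, 7 were lower adjusted over the list alone, and 20 had a lower mean, among them Irf1 (log2 fold change −1.20, adjusted p = 0.0799) and Ifit2 (−2.99, adjusted p = 0.0874). The value of Ifit2 ran from −3.79 without KA-seizures 13 to −2.26 without KA-seizures 14. Both genes passed with array weights (adjusted p = 0.0130 and 0.0140) and without control 10B (0.00654 and 0.0115), and Irf1 also with median scaling (0.0381). The list passed camera (median −1.17, without KA-seizures 13 −1.81 and without KA-seizures 14 −0.76, adjusted p = 1.72e-06) and did not pass with an estimated correlation (adjusted p = 0.464) or by fry (0.251). Its mean score relative to control was −1.33, −0.15 and −2.06 on KA-seizures 8, 13 and 14, and −1.12 on control 10B against 0.29 to 0.42 on the other 3 control arrays. Of 25 immediate early genes 0 passed over all probes. Adjusted over the list alone 1 was higher, the pentraxin gene Nptx2 (log2 fold change 1.44), and 2 were lower, Ccn1 (−2.53, and −1.59 on the authors' values) and Klf4 (−1.15). Over all probes, Ccn1 and Klf4 passed without control 10B (adjusted p = 0.0182 and 0.0166) and with array weights (0.0371 and 0.0277), and Nptx2 on the authors' values (0.0374), with median scaling (0.0451) and with array weights (0.0252). Their median was −0.39, on the authors' values −0.12, without background correction −0.24 and with Ttr as a covariate −0.76 (camera adjusted p = 0.0192, adjusted p = 0.569 with an estimated correlation, and 0.461 by fry). Without control 2B, whose mean score was 0.88, the list did not pass (adjusted p = 0.4997, median −0.05).

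**Figure D3:**
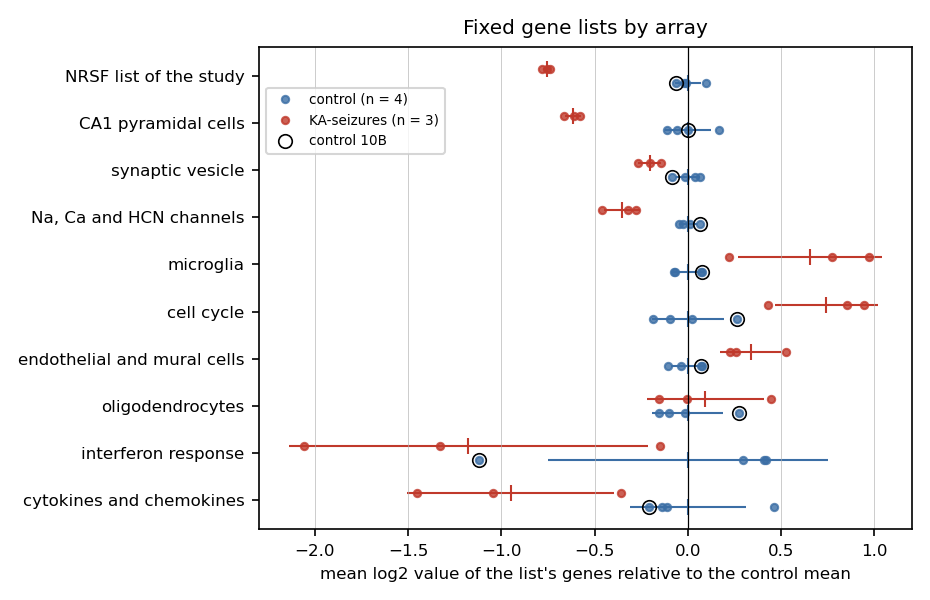
Mean log2 value of each list's genes relative to the control mean, on each of the 4 control and 3 KA-seizures arrays, with vertical ticks at group means and horizontal lines of 1 SD to each side. Control 10B is circled, and lies at −1.12 on the interferon list and at 0.00 on the CA1 pyramidal list.

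The remaining lists did not pass in the setting used. Of 24 extracellular matrix genes, 4 rose, and the same number adjusted over the list alone: Sparc (1.74-fold), Spp1 (3.03-fold), the collagen gene Col1a2 (2.99-fold) and Col1a1 (camera adjusted p = 0.107). Col1a1 was detected on 0 of the 4 control arrays, at 4.71 ± 0.10, and on all 3 KA-seizures arrays, at 5.38 ± 0.06, and was at least 1.20-fold higher. Of 18 heat shock and oxidative stress genes, 4 rose, such as the co-chaperone gene Bag3 (2.02-fold), and Dnajb1 was 1.65-fold lower, with 5 higher and 3 lower adjusted over the list alone (camera adjusted p = 0.246). Of 22 reactive astrocyte genes, the intermediate filament genes Nes (2.45-fold) and Vim (1.43-fold) rose and Cxcl10 fell, with 4 higher and 4 lower adjusted over the list alone. That list had a median of 0.11 and a mean of −0.22, and camera gave the lower direction (adjusted p = 0.911). Of 14 homeostatic astrocyte genes, the amino acid transporter gene Slc7a10 was 1.82-fold lower and 13 did not pass, with 1 lower adjusted over the list alone (camera adjusted p = 0.262). Of 12 complement genes, C1qa, C1qb and C1qc rose, and adjusted over the list alone 4 were higher and 4 lower. The median of complement was −0.14 (−0.40 without KA-seizures 13 and 0.22 without KA-seizures 14) and its mean 0.03, and camera gave the higher direction (adjusted p = 0.940). Of 20 antigen presentation genes, the peptide transporter gene Tap2 was 2.71-fold lower, with 1 lower adjusted over the list alone (camera adjusted p = 0.397).

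Markers of other tissues and fields were measured as a check of the dissection. Of 7 choroid plexus and ependyma genes 0 passed over all probes and 1 was higher adjusted over the list alone (camera adjusted p = 0.399). Levels of Ttr, the transthyretin gene of choroid plexus, varied widely: 14.3, 6.25, 10.8 and 10.5 on control 1B, 2B, 9B and 10B, and 10.1, 4.70 and 4.58 on KA-seizures 8, 13 and 14, with detection on 1 of the 3 KA-seizures arrays. With each array's Ttr level as a covariate, a setting added after the data were seen, 25 probes passed. Of 12 markers of other hippocampal fields, Coch fell, and 1 adjusted over the list alone (camera adjusted p = 0.310). Of 19 oligodendrocyte genes 0 passed over all probes and 1 was lower adjusted over the list alone (median 0.07, with median scaling −0.07, without KA-seizures 8 0.27 and without KA-seizures 14 −0.07, camera adjusted p = 0.834, mean score 0.44 on KA-seizures 14 and 0.27 on control 10B). Of 13 leukocyte genes and of 5 blood genes 0 passed, and 0 of either adjusted over the list alone (camera adjusted p = 0.196 and 0.278). Of 14 apoptosis and p53 genes 0 passed over all probes and 1 was lower adjusted over the list alone (camera adjusted p = 0.0613). For 13 cholesterol synthesis and 25 oxidative phosphorylation genes, 0 passed, and 0 adjusted over either list alone (camera adjusted p = 0.0548 and 0.246). Of 13 housekeeping genes Gusb, which encodes a lysosomal enzyme, rose 2.17-fold, and 2 were higher adjusted over the list alone. The median of that list was −0.01, its mean 0.17 and its camera direction higher (adjusted p = 0.229).

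Over the 34 lists, 4 were higher and 10 lower at an adjusted p under 0.05 in camera with a preset correlation, and the NRSF list of the study was the 1 that passed with an estimated correlation. By fry, which asks whether a list's genes move on balance in one direction, 14 lists passed, and by fgsea, 14. Some lists that did not pass crossed the threshold with an array left out: interneurons without control 1B (adjusted p = 0.0438) or KA-seizures 13 (0.00681), apoptosis and p53 without control 10B (0.0242) or KA-seizures 13 (0.0356), cholesterol synthesis without control 9B (0.0113) or KA-seizures 14 (0.00753), and extracellular matrix without control 1B (0.0433) or 2B (0.0316). Others crossed it with another setting: interneurons on the authors' values (0.0489), with no filter (0.0325), without the eBayes trend (0.04997) and with Ttr as a covariate (0.00295), apoptosis and p53 on the authors' values (0.0492), with array weights (0.0351) and with Ttr (0.0355), cholesterol synthesis with Ttr (0.00406), and extracellular matrix with no filter (0.0428) and by fry (0.0473). Antigen presentation did so on the authors' values (0.0438) and with array weights (0.0424), homeostatic astrocytes on the authors' values (0.0311), choroid plexus with no filter (0.0311) and housekeeping genes by fry (0.00608).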

Values the study reported

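The study reported 12,996 genes detected in CA1, of which 371 (2.8%) contained NRSE sites. It found 470 genes repressed after KA-induced seizures, and 39 of them (8.3%) had NRSF binding sites. Repression of 28 of those 39 genes was no longer significant when a decoy ODN blocked NRSF binding.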

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

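Chosen after the result was seen were the tests of CA1 markers and of Trh on control 10B, the leukocyte test, which was also restricted to genes far enough above background after a first version over all 13, some of them near background, had argued against that explanation, the test of choroid plexus content for the potassium channel and GABAergic lists, the choice of the interferon pattern itself, which replaced a planned one on choroid plexus once the list results were known, the separation of the scaling test by list and its bound on the median, the need for the span of the cell type medians to hold with each array left out, and the splits for the count of changed probes. Of 130 values tested for a control array far from the other 3, 13 met the criterion, and 6.5 are expected by chance; 6 of the 13 were on control 10B.

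Control array 10B lay toward the KA-seizures arrays. Over the 1521 probes called without it, its median position was 0.590 on a scale from 0 at the other controls to 1 at KA-seizures. The interval over probes was 0.562 to 0.628, which does not measure the spread between arrays. The position lay between the bounds set for that test. Left out in turn, the other controls lay at −0.12 to 0.14 and the KA-seizures arrays at 0.55 to 0.69. Those positions rest on fewer probes, called with 10B among the controls: 31, 35 and 43 for control 1B, 2B and 9B, and 225, 132 and 70 for KA-seizures 8, 13 and 14. The probe sets are thus unlike, and position alone does not decide whether 10B is a KA-seizures array. Against a mislabelled KA-seizures array stands the CA1 pyramidal score of 10B, 0.00265, within the range of the other controls (−0.11 to 0.17) and above the highest KA-seizures array (−0.58). Mixing in of KA-seizures RNA would raise Trh, whose linear position on 10B was −0.00891 against a median of 0.509 for the genes called higher, and random noise on 10B would not follow the KA-seizures change, with which its deviation correlated across probes at 0.375 or more for each choice of reference control. Another handling of that animal or tissue, or an exchange with a sample outside these groups, was not tested and stays open, and no biological explanation was tested.

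The interferon-response list had a lower median after KA-seizures and a low score on control 10B, with 0 of its 21 genes past the threshold over all probes and its call lost with an estimated correlation (adjusted p = 0.464) and by fry (0.251). Scaling was tested with camera at the preset correlation on the authors' values, with median scaling and without background correction. The highest adjusted p was 1.84e-06. It decides nothing on scaling, because the preset correlation takes no account of how strongly the list's genes vary together. Camera also compares the list with the other genes, so a shift shared by a whole array could not have ended the call. The list's median lay below that of all probes in each of these settings. Its direction relative to the other genes was thus kept under these choices of scaling. A fall of infiltrating leukocytes stays open. Over the 7 of 13 leukocyte genes far enough above background to show it, the median (−0.71) lay 0.452 above the interferon median. The interval over genes (−0.23 to 1.22) includes 0. The leukocyte score too was low on control 10B (−0.27) and KA-seizures 14 (−0.71). Whether a single array carries the difference cannot be told from these values: with KA-seizures 14 left out, the median kept a share of 0.653 of its size, between the bounds set for the test. With scores of −0.15 on KA-seizures 13 and −1.12 on control 10B the groups overlap, so a variation between animals that is unrelated to seizures may remain, as may an effect of seizures.

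Neuronal lists had lower and microglial genes higher medians, with calls that were lost with an estimated correlation (adjusted p = 0.0763 for CA1 markers, for sodium, calcium and HCN channels and for synaptic vesicles, 0.310 for glutamate receptors, 0.373 for GABAergic genes, 0.367 for potassium channels and 0.379 for microglia) except for the study's NRSF list (0.00467). A lower share of neurons, which would raise the markers of every other cell type alike, stays open. The medians of microglia, endothelial cells, oligodendrocytes and homeostatic astrocytes (0.50, 0.34, 0.07 and −0.00) spanned 0.504 (interval over genes 0.349 to 1.00), just past the bound of 0.5 set against it. With an array left out the span ran from 0.408 (without control 10B) to 0.820 (without KA-seizures 14). It was 0.5 or less in 2 of these, the other being 0.413 without KA-seizures 13. With median scaling it was 0.627, and with array weights 0.317. The microglia median lay 0.438 above that of oligodendrocytes (interval over genes 0.136 to 0.812). Scaling was tested with camera at the preset correlation on the authors' values, with median scaling and without background correction. The NRSF list kept its call (highest adjusted p = 3.76e-19). The study chose its genes as lower on these samples, so this decides nothing on scaling for that list. The microglia list also kept its call (highest adjusted p = 0.000451). The preset correlation takes no account of how strongly the genes of the microglia list vary together, so this p-value decides nothing on scaling. The median of the microglia list lay above that of all probes in each of these settings. Its direction relative to the other genes was thus kept under these choices of scaling. The potassium channel list lost its call with median scaling (0.123). Its median went further down there, from −0.05 (quartiles −0.62 to 0.17) to −0.19 (−0.68 to 0.12), and that of all probes from 0.01 to −0.04. The lost call, whose cause was not tested, thus decides nothing on scaling for that list. The medians of the NRSF and microglia lists kept shares of 1.03 or more with Ttr as a covariate. For the microglia list this argues against choroid plexus content, as far as Ttr measures it. The study chose the NRSF genes as lower on these groups, so their kept share decides nothing on it. Ttr is a single gene, detected on 1 of the 3 KA-seizures arrays. Its level also differed between the groups (means 10.46 and 6.46), so the covariate separates content from group only in part. Choroid plexus content stays open for the potassium channel and GABAergic lists. With Ttr they lost their camera calls (adjusted p = 0.203 and 0.0817) and kept shares of 0.504 and 0.637. Changed expression within neurons and microglia after KA-seizures, which the design names, is a hypothesis that stays open.

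Other splits of the 7 arrays into groups of 3 and 4 were compared with the real one (35 splits). For the count of changed probes, 2 splits gave at least the real 411, and the highest other, 943, parted control 1B, 2B and 9B from the rest, which points to a structure of the samples with 10B beside KA-seizures; chance was not excluded. For genes lower by over 20%, 2 splits gave at least the real 789 (highest other 1300), and for lists past the threshold 3 gave at least the real 14 (highest other 18), so chance was not excluded for either. For the study's NRSF list, 1 split, the real one, reached its adjusted p of 3.3e-19 (smallest other 9.37e-17, with control 1B among the KA-seizures arrays), but the study chose these genes on these groups, so this count does not bear on chance. For the not-repressed list 1 split, the real one, reached 0.0837 (smallest other 0.0905), a result that does not pass its threshold, and for the textbook targets 4 splits reached the real 0.285 or less (smallest other 0.187).

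The other single control arrays that stood apart were as follows. The log2 level of Itih3 was 10.63 on control 1B against 10.89 to 10.95 on the other controls. Ntrk3 was at 8.46 on control 10B against 9.07 to 9.12. Stmn2 was at 12.41 on control 2B against 11.92 to 11.99. Ifit2 was at 7.64 on control 10B against 10.51 to 11.07, and Sdf2l1 at 5.32 there against 4.92 to 4.97. Laptm5 was at 7.60 on control 1B against 7.86 to 7.89. Nes was at 6.18 on control 9B against 6.72 to 6.77. On control 2B the mean score of homeostatic astrocyte genes was −0.27 (others 0.09 to 0.09), that of cytokines and chemokines 0.46 (others −0.21 to −0.11) and that of interneuron genes 0.0609 (others −0.03 to −0.01). On control 10B the score of interferon genes was −1.12 (others 0.29 to 0.42) and that of blood genes −0.88 (others 0.28 to 0.31). The mean number of beads per probe was 40.1 on control 10B against 41.98 to 42.3.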

How the results depend on the processing

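The setting with Ttr as a covariate and, for the count of probes, the t-test on the authors' values were chosen after the data were seen; the others were planned. The count of probes changed (411) was 717 on the authors' values, 166 without the eBayes trend, 1351 with array weights, 5 by the methods' t-test on the same values (2317 probes at an unadjusted p under 0.05), 49 by that test on the authors' values and 25 with Ttr as a covariate, and ran from 31 (without control 1B) to 1521 (without control 10B) with an array left out. The omission of 10B takes away the control array nearest to KA-seizures; for the other settings the cause was not tested. The genes lower by over 20% at unadjusted p under 0.05 (789) were 437 on the authors' values and 269 by the methods' t-test on them, and 612 to 1057 with an array left out. The cause was not tested.

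The study's NRSF list, chosen by the study on these samples, kept its direction and its call in all 13 settings (adjusted p from 3.7e-27 to 0.00467) and with each array left out (4.03e-20 to 4.91e-15). The not-repressed list, with 2 tested genes, passed with no filter (adjusted p = 0.0268), where probes near background enter, and by fry (0.0309), and not elsewhere (up to 0.373), nor with an array left out (0.0829 to 0.153); the cause was not tested. The textbook targets did not pass in any of 13 settings (0.107 to 0.586) or with an array left out (0.246 to 0.450). Camera and fgsea gave them the lower direction, while their mean log2 fold change was 0.08. The number of lists past the threshold (14) was 1 with an estimated correlation and 13 to 17 with an array left out. For the sodium, calcium and HCN channel list and the synaptic vesicle list, the estimated correlation lay below the preset one. A higher correlation between genes therefore does not account for these lost calls. For the other lists that lost the call, the estimate lay above the preset one. The study's NRSF list had an estimate of −0.00982, below the preset one. Its unadjusted camera p still went from 9.7e-21 to 0.000137. Higher estimates therefore need not be the whole reason for the other losses. The cause of the losses was not tested further. No call changed its direction in camera, which is relative to the other genes, although the medians of the potassium channel and synaptic vesicle lists turned to 0.03 and 0.00219 on the authors' values; values that passed in neither setting were not compared. Of the 92 named genes, list members among them, 67 passed, and 52 lost the call with Ttr as a covariate and 25 without the eBayes trend. Rest has no value in any setting because it was not well above background. Camera has no robust form, so lists have no value there, and the slide as a block was not run because slides are not named. Genes near background, such as Trh in control, Hpgds, Scn4b, Coch, Htr1a and P2rx5, have ratios limited by the signal over background. No paired analysis was possible because the groups share no replicate numbers.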

Other observations

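At a decrease of over 20% with an unadjusted p under 0.05, limma gave 789 named genes (1190 probes with or without a gene name), and 437 named genes on the authors' values. The methods' t-test on the authors' values gave 269 named genes (418 probes). Both counts of the first fit are higher than the number quoted from the study above, and the others are lower. Named genes and probes are different units, so these counts are not directly comparable with it.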
